A study of Arabidopsis thaliana with 20 samples. Its data were reported in "PLETHORAs shape Arabidopsis phyllotaxis through modulation of patterning robustness and accelerated inflorescence development" (2025).

How the data were processed

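RNA was sequenced from hand-dissected meristems of Arabidopsis thaliana, with 5 libraries in each of 4 groups: Col-0 and *plt3 plt7* shoot apical meristems (SAM), and Col-0 and *plt3 plt7* inflorescence meristems (IM). Col-0 is the wild-type accession, and *plt3 plt7* carries mutations in the transcription factor genes *PLETHORA 3* and *PLETHORA 7* (*PLT3* and *PLT7*). Each library came from about 50 meristems. SAMs were taken 7 d post germination (dpg) from seedlings on a mesh over agar medium, and IMs from 31 to 33 dpg plants on soil. Groups, replicate numbers and harvest groups were taken from the sample labels.

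The authors used fastp v.0.23.4 for trimming and assigned the reads to the TAIR10.1 cDNA sequences by pseudoalignment with kallisto v.0.46.1. The libraries were made with a strand-specific kit, but no strand option for kallisto is stated, so genes that overlap on opposite strands are treated as uncertain. The values the authors deposited are estimated counts per transcript, which are not normalised and need not be whole because kallisto divides reads between transcripts that share sequence. The authors' tables also give TPM (abundance scaled by transcript length and library total), used here only to weight transcript lengths, and each transcript's length and effective length. Every table held 48266 transcripts of 27562 genes, and 10695 of the genes had more than 1 transcript. Nuclear genes were matched to the TAIR10.1 annotation by locus identifier for 27445 genes, and the other 117 were organelle genes. Coordinates are TAIR10.1 and count from 1.

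Estimated counts were summed to genes and rounded to whole numbers. Library totals ran from 24.8 to 114.9 megacounts (M, as given below). At these totals counting error is small for abundant genes and large for genes near the minimum of 10 counts, and the SD printed with each mean includes it. The reads carried no molecular identifiers, so duplicated molecules were not removed.

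Following the test the study describes, the genotypes were compared within each tissue with DESeq2 1.42.0 (Wald test, median-of-ratios size factors, independent filtering and Cook's filter on) in R 4.3.3, with harvest group as a covariate. Genes with at least 10 counts in at least 5 of the 10 libraries were tested. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.1 and the higher genotype exceeded the lower by more than 25% (a log2 fold change above 0.32 either way, so that a lower gene is reduced by at least 20%). Log2 fold changes are *plt3 plt7* relative to Col-0, are not shrunken, and are given with their standard error (SE). Normalised counts are counts divided by size factors, with SAM and IM scaled separately. The adjusted p-values of the single genes below all come from these DESeq2 fits unless edgeR is named. Whether the genotype effect differed between tissues was tested as an interaction in a fit of all 20 libraries, with harvest group nested in tissue. IM and SAM were compared within the Col-0 libraries. There tissue goes with age, growth substrate, light and harvest, so that these cannot be separated. The study describes weaker fluorescent light for plates and stronger LED light for soil. Overlaps were tested with Fisher's exact test (two-sided), and single values with exact permutation tests, in Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and numpy 2.4.6. Plots were drawn with matplotlib 3.10.9.

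The grouping of samples, the tests, most of the alternatives and the rule for naming genes were set before the data were examined. The named genes are 11 genes whose expression the study discusses, 14 further genes whose results as a list are not reported here, 25 flowering and floral genes, the 5 higher and 5 lower calls with the smallest adjusted p-value in each tissue, every gene called in both tissues, and the 5 genes with the smallest adjusted p-value for the interaction. The first 3 lists were written after the study, which used these same samples, had been read. A further list of 41 genes that respond to low oxygen was written from general knowledge after some of them had been seen among the calls, and it was tested on the 30 that had not been looked at.

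The alternatives were edgeR 4.0.16 (quasi-likelihood test with TMM factors), TMM factors in DESeq2, no filter or a weaker filter on low counts, an adjusted p-value under 0.05, no fold-change minimum, Cook's filter off, no harvest group, the replicate number as a block, an offset for each library's average transcript length per gene, 1 fit of all 20 libraries, and leaving out each library in turn. Removal of a loess trend with transcript length or GC content in each library, and a stricter limit under which lower genes had to be reduced by more than 25%, were added after the data had been seen. The mean fragment length of each library was read from the deposited lengths, as length minus effective length over transcripts of at least 2000 nt. Sequence shared between genes was measured as the percentage of a gene's 31-base words found in transcripts of another gene. Genotype was also reassigned among the libraries of each comparison in up to 100 splits, the real one included.

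The models were tested on simulated counts drawn with the means and library sizes of these samples. With a 2-fold change in 198 of 19063 genes, the SAM fit recovered 93.9% of the changed genes and 13.1% of its calls were false. With a 2-fold change in 197 of 19264 genes, the IM fit recovered 90.4% with 14.4% false. For the interaction, over 20215 genes, 80.3% were recovered and 18.9% of calls were false, and for the tissue comparison, over 19476 genes, 91.4% were recovered and 20.3% were false. With edgeR the recovered shares were 92.4% in SAM, 85.3% in IM, 77.8% for the interaction and 89.4% for tissue. Its false calls, in the same order, were 11.6%, 7.2%, 9.9% and 11.1% of all calls, fewer than with DESeq2 each time. With no changed genes, 7 of 19071 genes were called in the SAM simulation and 15 of 19272 in the IM simulation. A trend with transcript length imposed on the simulated SAM libraries gave 302 false calls among 19087 genes, and 27 once the trend was removed. For IM, with 19296 genes, these numbers were 282 and 31.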

Results

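Transcript abundance was measured in 2 tissues, SAM and IM, of the wild type Col-0 and the double mutant *plt3 plt7*, with 5 libraries per genotype and tissue. Total counts ranged from 25.2 to 29.8 megacounts (M) in Col-0 SAM (median 26.8 M) and from 28.5 to 43.1 M in *plt3 plt7* SAM (median 31.1 M). IM libraries varied more, from 25.6 to 67.0 M in Col-0 (median 37.7 M) and from 24.8 to 114.9 M in *plt3 plt7* (median 33.5 M). Between 18842 and 20517 genes per library reached 10 counts. The 10 most abundant genes took 3.30% to 5.86% of the counts of a library, and plastid genes 0.627% to 1.988%. SAMs were harvested in 4 groups and IMs in 3. Harvest groups 1 and 2 of the SAM held 3 libraries each, in which 1 genotype had 2 libraries and the other 1, whereas harvest groups 3 and 4 held 1 library per genotype. No pair of replicates differed by as little as sampling noise, so each library was counted once.

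The genes targeted in the mutant were examined first. *PLT3* (AT5G10510, chromosome 5, 3315401 to 3320323) had 464.8 ± 91.0 normalised counts in Col-0 SAM and 234.3 ± 23.5 in *plt3 plt7* SAM (SD, n = 5 each). This was a log2 fold change of -0.97 ± 0.14 (SE; DESeq2 adjusted p = 2.06e-08), with all 5 mutant libraries below all Col-0 libraries. In IM, *PLT3* fell from 1645 ± 160 to 924 ± 68.6 normalised counts, a log2 fold change of -0.83 ± 0.07 (DESeq2 adjusted p = 2.47e-27), again without overlap. *PLT3* shared 15.4% of its sequence words with other transcripts, mostly those of AT5G10520, which overlaps it on the opposite strand. *PLT7* (AT5G65510, chromosome 5, 26185593 to 26189571) was lower in both tissues but was not called. Its fall in SAM passed the minimum fold change and missed only on the adjusted p-value. Its normalised counts were 217 ± 73.6 against 155 ± 12.4 in SAM (log2 fold change -0.47 ± 0.17, DESeq2 adjusted p = 0.413) and 770 ± 93.7 against 668 ± 68.2 in IM (-0.20 ± 0.11, adjusted p = 0.495). Among the annotated transcripts of *PLT3*, the counts assigned to AT5G10510.4 went from 251 ± 56.4 to 66.5 ± 23.9 in SAM and from 743 ± 106 to 254 ± 96.7 in IM. Those assigned to AT5G10510.1 were 160 ± 65.7 and 140 ± 16.8 in SAM, and fell from 697 ± 110 to 467 ± 71.7 in IM. For *PLT7*, counts assigned to AT5G65510.1 went from 41.8 ± 23.3 to 13.2 ± 6.78 in SAM and from 161 ± 17.9 to 90.0 ± 39.6 in IM, and those of AT5G65510.2, which held most of its counts, from 145 ± 51.0 to 114 ± 12.5 and from 563 ± 97.9 to 530 ± 31.1. Reads common to several transcripts of a gene are divided by estimation, so that transcript values are less certain than gene values. The paralogue *PLT5* (AT5G57390) did not differ detectably, at 0.05 ± 0.11 in SAM (DESeq2 adjusted p = 0.972) and 0.10 ± 0.07 in IM (adjusted p = 0.729).

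To ask which genes depend on these factors before flowering, the 10 SAM libraries were compared. Of 19185 genes tested, 87 were called, 56 higher and 31 lower in *plt3 plt7*. The median size of the log2 fold change among them was 0.60, and 25 genes changed more than 2-fold. Unadjusted p-values under 0.05 were found for 6.96% of the tested genes. The groups did not overlap for 42 of the 87 genes, and for 1.69% of all tested genes against 0.794% given by chance. With edgeR 5 genes were called, 3 higher and 2 lower. The count also changed when 1 library was left out, being 15 without *plt3 plt7* SAM replicate 4 and 172 without *plt3 plt7* SAM replicate 1. Each of these fits also took the rest of that library's harvest group out of the comparison. Of 100 splits of these 10 libraries, 16 gave at least 87 calls, the real one included.

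Library properties differed between the genotypes in the SAM. The mean fragment length was 418.2 ± 8.45 nt in Col-0 and 381.8 ± 29.5 nt in *plt3 plt7* (SD, n = 5 each; two-sided exact permutation test, p = 0.00794, the smallest possible), and was shorter in the mutant in each of the 4 harvest groups, by 7.3, 14.2, 80.3 and 66.4 nt. In IM the difference was 3.36 nt (exact permutation test, p = 0.921). Within IM harvest groups 1, 2 and 3, Col-0 minus *plt3 plt7* was -26.7, 69.4 and -68.6 nt, so large differences ran in both directions. Along with the shorter SAM fragments of the mutant, the median log2 fold change in SAM varied with transcript length. It ran from 0.14 in the 10% of genes with the shortest transcripts to -0.11 in the 10% with the longest, and 22 of the 56 higher calls lay in the former. The range in IM was -0.02 to 0.01. An offset for transcript length brought the SAM count to 51 genes (28 higher, 23 lower), of which 48 were among the 87. Removal of the trend with length, chosen after the data had been seen, gave 52 (27 higher, 25 lower), of which 50 were among the 87.

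**Figure D1:**
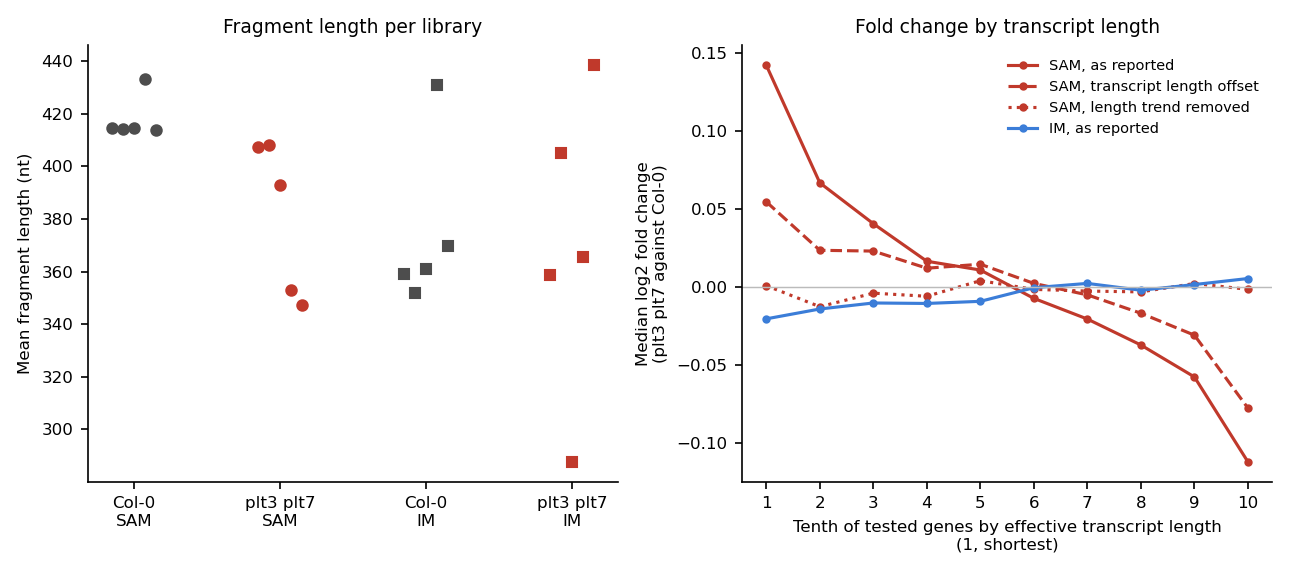
Left, mean fragment length in nt of each library by group, with 1 point per library; Col-0 SAM libraries lie between 413.7 and 433.3 nt and *plt3 plt7* SAM libraries between 347.3 and 408.2 nt. Right, median log2 fold change (*plt3 plt7* against Col-0) of tested genes in 10 equal sets ordered by effective transcript length, for SAM as reported (solid red), with the length offset (dashed), with the trend removed (dotted) and for IM as reported (blue); the solid red line falls from 0.14 to -0.11.

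The 5 SAM genes that edgeR called as well were *PLT3*, AT5G24240, AT1G75945, AT5G34830 and *FTM1*. AT5G24240 (chromosome 5, 8230916 to 8234150, annotated as a phosphatidylinositol 4-kinase gamma-like protein) fell from 126 ± 16.7 to 3.45 ± 3.70 normalised counts, a log2 fold change of -5.30 ± 0.42 (DESeq2 adjusted p = 3.72e-32). It overlaps a gene on the opposite strand. AT1G75945 (chromosome 1, 28515245 to 28515916, uncharacterised) rose from 56.9 ± 13.6 to 156 ± 32.3, by 1.5 ± 0.20 (DESeq2 adjusted p = 3.22e-10). AT5G34830 (chromosome 5, 12981645 to 12982497, uncharacterised) rose from 5.43 ± 1.76 to 38.6 ± 4.80, by 2.83 ± 0.45 (DESeq2 adjusted p = 9.31e-07). The remaining higher genes with the smallest adjusted p-values were AT2G30670 (log2 fold change 1.25) and the chitinase family gene AT2G43590 (0.73), and the remaining lower ones were AT1G26680 (-1.76), AT1G33790 (-1.0) and AT2G24600 (-1.35). None of these 5 was called by edgeR.

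The same comparison in IM asked which genes depend on the factors during flowering. Of 19432 genes tested, 297 were called, 89 higher and 208 lower in *plt3 plt7*, with a median log2 change in size of 0.55 and 48 genes changed more than 2-fold. Unadjusted p-values were under 0.05 for 10.2% of the genes. The groups did not overlap for 168 of the 297 calls, and for 2.50% of all tested genes against 0.794% by chance. The count was 146 with edgeR (53 higher, 93 lower) and 499 without any minimum fold change. It was 190 without Col-0 IM replicate 2, 195 without Col-0 IM replicate 4 and 479 without Col-0 IM replicate 3. Of 100 splits of the 10 libraries, 5 gave at least 297 calls, the real one included. The higher genes with the smallest adjusted p-values were AT5G17090, AT1G75945, AT3G62460, AT5G34830 and *KAT2*. AT5G17090 (chromosome 5, 5621249 to 5622542, cystatin/monellin superfamily) rose from 197 ± 31.7 to 676 ± 113 normalised counts (log2 fold change 1.77 ± 0.12, DESeq2 adjusted p = 1.65e-42). AT1G75945 rose by 1.85 and AT5G34830 by 5.44, the latter from only 2.03 ± 2.35 normalised counts in Col-0, and *KAT2* (AT4G18290) rose by 0.95. AT3G62460 rose by 0.73 and shared 9.0% of its sequence words with AT3G62530. Lower genes were led by AT1G33790 (chromosome 1, 12256474 to 12260638, jacalin lectin family), which went from 900 ± 229 to 282 ± 86.3 (-1.70 ± 0.12, DESeq2 adjusted p = 5.44e-39). AT4G19200 (-1.32), *PLT3*, AT1G49475 (-1.45) and AT5G24240 (-3.30) followed.

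**Figure D2:**
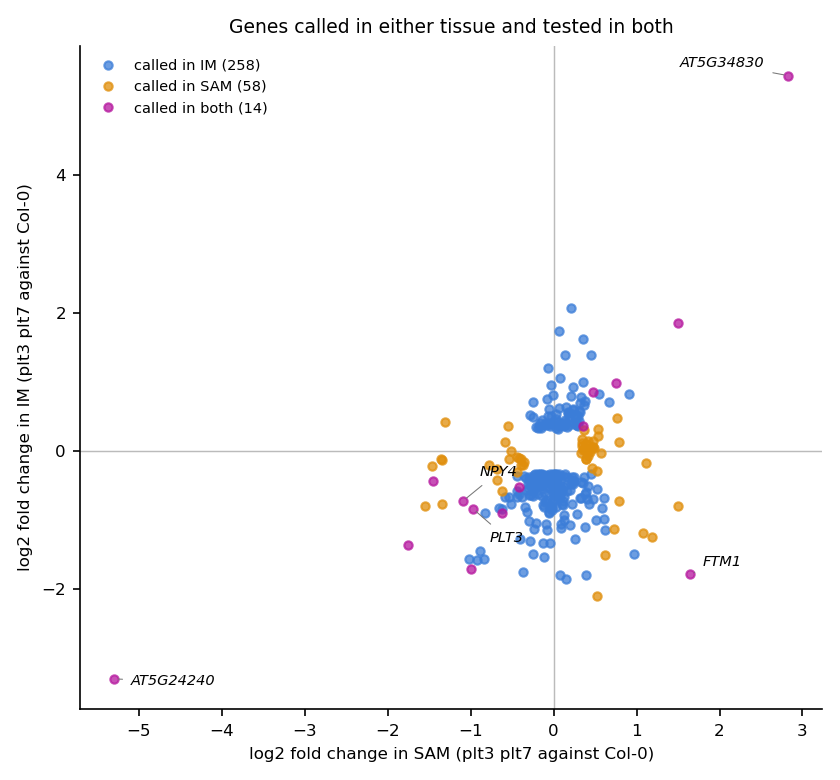
Log2 fold change (*plt3 plt7* against Col-0) in SAM on the horizontal axis and in IM on the vertical axis, with 1 point for each gene called in either tissue and tested in both, coloured by where it was called. Of the 14 genes called in both, 13 lie where both changes have the same sign, and *FTM1* lies at 1.65 in SAM and -1.78 in IM.

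To find effects common to both tissues, the calls were overlapped among the 18391 genes tested in both, which held 72 of the SAM calls and 272 of the IM calls. There were 14 genes called in both, against 1.06 expected by chance (odds ratio 16.9; two-sided Fisher's exact test, p = 2.38e-12). Of these, 13 changed in the same direction, and 2 of 100 pairs of splits, the real one included, gave as many. Most pairs could not have done so, because the median of the other splits was 5 calls in SAM and 4 in IM. The 5 that were higher in both were AT1G75945, AT5G34830, AT5G35740, *BCA3* (AT1G23730) and *RPL3B* (AT1G61580). The 8 that were lower in both were *PLT3*, *NPY4*, *PUP18*, *AGO5* (AT2G27880), *CAT2* (AT4G35090), AT1G26680, AT1G33790 and AT5G24240. *BCA3* shared 17.2% of its sequence words with AT1G23740 on the opposite strand, and *RPL3B* and *CAT2* also overlap genes on the opposite strand. In SAM *CAT2* was reduced by less than 25% (log2 fold change -0.41), and 12 genes were shared when lower genes had to be reduced by more than that. In the SAM, the changes of *RPL3B* (0.36, DESeq2 adjusted p = 0.0987) and AT5G35740 (0.48, adjusted p = 0.0389) were no longer called with the length offset, under which 11 genes were shared. In SAM, *BCA3*, AT5G35740, *RPL3B* and *CAT2* were each lost without Col-0 SAM replicate 3, 4 or 5 or *plt3 plt7* SAM replicate 4 or 5, and were kept in 3, 3, 2 and 5 of the 10 fits that each left out 1 library (DESeq2 adjusted p up to 0.784, 0.584, 1 and 0.412). *AGO5* in SAM was lost without Col-0 SAM replicate 4 or *plt3 plt7* SAM replicate 4 (up to 0.389), and *BCA3* in SAM also in the joint fit of all libraries (DESeq2 adjusted p = 0.130). With edgeR, 4 genes were shared: *PLT3*, AT5G24240, AT1G75945 and AT5G34830. Leaving out *plt3 plt7* SAM replicate 4 left 5 shared genes. Of the 58 SAM calls that were not called in IM, 36 (62.1%) had the same sign there, as had 157 of the 258 IM calls (60.9%) not called in SAM.

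Genes of auxin and cytokinin pathways that the study discusses were then examined. *NPY4* (AT2G23050, chromosome 2, 9810525 to 9812662) fell from 96.7 ± 30.0 to 50.0 ± 16.3 normalised counts in SAM (log2 fold change -1.09 ± 0.27, DESeq2 adjusted p = 0.0389). In IM it fell from 205 ± 36.5 to 124 ± 23.5 (-0.72 ± 0.15, DESeq2 adjusted p = 0.000218). *PUP18* (AT1G57990, chromosome 1, 21441179 to 21443036) went from 1141 ± 429 to 655 ± 80.0 in SAM (-0.62 ± 0.14, DESeq2 adjusted p = 0.00654) and from 183 ± 94.3 to 100.2 ± 37.4 in IM (-0.89 ± 0.29, adjusted p = 0.0793). *AHP4* (AT3G16360, chromosome 3, 5554197 to 5555789) rose from 135 ± 21.4 to 219 ± 53.1 in SAM (0.70 ± 0.16, DESeq2 adjusted p = 0.0142) and had at most 4 counts in any IM library, where it was not tested. *AHP6* (AT1G80100, chromosome 1, 30133718 to 30134937) fell from 158 ± 12.5 to 98.6 ± 17.1 in IM (-0.66 ± 0.17, DESeq2 adjusted p = 0.0136). In SAM it had 27.0 ± 14.9 against 18.2 ± 6.92 normalised counts (-0.54 ± 0.40, adjusted p = 0.853), and its genotype effects in the tissues did not differ detectably (interaction -0.10, adjusted p = 0.953). In every one of these called comparisons all 5 mutant libraries lay on the same side of the Col-0 mean. The sizes were stable across alternatives, but edgeR called none of them except *NPY4* in IM (-0.72, adjusted p at most 0.0401 over the 12 alternatives). *PUP18* was also lost without the harvest group (DESeq2 adjusted p = 0.127 in SAM, 0.237 in IM) and in the joint fit of all libraries (0.448 and 0.128). In IM it was lost with the weaker filter as well (0.105). *AHP4* was also lost with the replicate block and the length trend removed together (0.104). Over the same 12 alternatives, adjusted p-values reached 0.528 for *NPY4* in SAM, 0.448 for *PUP18* in SAM, 0.321 for *PUP18* in IM, 0.380 for *AHP4* and 0.1003 for *AHP6* in IM.

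These calls also depended on which libraries were kept. SAM harvest groups 3 and 4 and IM harvest group 3 held 1 library per genotype. Leaving out replicate 4 or 5 in SAM, or replicate 5 in IM, thus took its partner out of the comparison as well. Leaving out *plt3 plt7* SAM replicate 1 or Col-0 SAM replicate 3 did the same for a whole harvest group. Such losses cannot be assigned to 1 library. *NPY4* in SAM was lost without Col-0 SAM replicate 4 or 5 or without *plt3 plt7* SAM replicate 1, 4 or 5, with adjusted p-values (DESeq2) of up to 0.697. *AHP4* was lost without Col-0 SAM replicate 3, 4 or 5 or *plt3 plt7* SAM replicate 4 or 5 (adjusted p up to 0.540), and *PUP18* in SAM without Col-0 SAM replicate 4 or *plt3 plt7* SAM replicate 1 or 4 (up to 0.183). In IM, *AHP6* was lost without Col-0 IM replicate 2 or 5 or *plt3 plt7* IM replicate 1 or 5 (up to 0.118). *PUP18* in IM was lost without Col-0 IM replicate 2 or 4 or any of *plt3 plt7* IM replicates 1 to 4 (up to 0.489). *PLT3* in both tissues and *NPY4* in IM were called in all 10 fits that each left out 1 library.

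**Figure D3:**
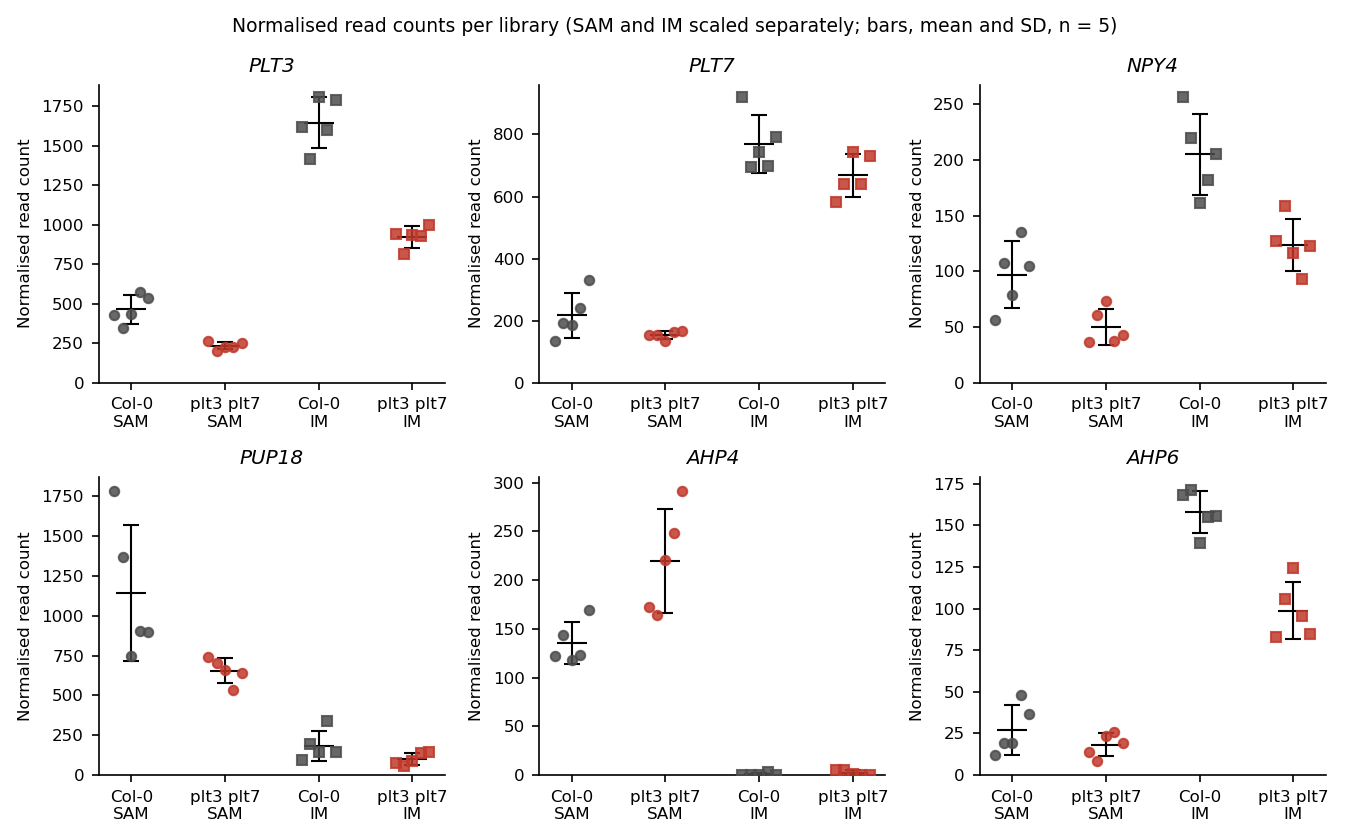
Normalised read counts (vertical axes, from 0) of *PLT3*, *PLT7*, *NPY4*, *PUP18*, *AHP4* and *AHP6* in the 4 groups, with 1 point per library and bars for the mean and SD of 5 libraries; SAM and IM were scaled separately. *PLT3* libraries of *plt3 plt7* lie below those of Col-0 in both tissues, at 203.7 to 263.1 against 347.8 to 576.9 in SAM, while the *PLT7* groups overlap.

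Meristem regulators among the same genes were not called. *WUS* had a log2 fold change of 0.10 ± 0.14 in IM (DESeq2 adjusted p = 0.908) and at most 10 counts in a SAM library. *CLV3* had 13.8 ± 8.41 against 13.7 ± 5.83 normalised counts in SAM, and its log2 fold change of -0.06 ± 0.54 leaves small and moderate changes undetected at this depth. In IM *CLV3* had 10.2 ± 1.77 normalised counts in Col-0 and 3.59 ± 3.86 in *plt3 plt7*. It was below the filter there, so that difference was not tested. *STM* changed by -0.07 in SAM and -0.12 in IM, and *CUC2* by -0.38 in SAM (DESeq2 adjusted p = 0.614) and -0.10 in IM. Of the 11 genes discussed, 4 were called in each tissue by adjustment over all genes. Adjusted over the list alone, 6 were called in SAM, with *PLT7* and *CUC2* added, and 4 in IM, which is not independent evidence for *NPY4*, *PUP18*, *AHP4* and *AHP6*, because the study chose these on the same samples.

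Flowering and floral genes were examined because the tissues lie on either side of the floral transition. Of 25 listed genes, 17 were tested in SAM and 2 were called, *UFO* and *FTM1*, and 24 were tested in IM and 3 were called, *FLC*, *SOC1* and *FTM1*. Adjusted over the list alone, 3 were called in SAM, with *LFY* added, and 4 in IM, with *TFL1* added. *UFO* (AT1G30950, chromosome 1, 11035992 to 11037508) fell from 52.9 ± 18.2 to 20.3 ± 5.63 normalised counts in SAM (log2 fold change -1.36 ± 0.31, DESeq2 adjusted p = 0.00736). It was lost with edgeR (adjusted p = 0.237, the highest of 12 alternatives, from 3.59e-05) and without Col-0 SAM replicate 4 or *plt3 plt7* SAM replicate 4 (DESeq2 adjusted p up to 0.532). *FLC* (AT5G10140, chromosome 5, 3173382 to 3179448) rose in IM from 37.8 ± 10.8 to 86.3 ± 21.6 (1.20 ± 0.27, DESeq2 adjusted p = 0.00111) and did not differ in SAM (-0.07 ± 0.13, adjusted p = 0.962). It lies 136 kb from *PLT3*. *SOC1* (AT2G45660, chromosome 2, 18807505 to 18811125) fell in IM from 1302 ± 65.9 to 962 ± 66.3 (-0.43 ± 0.07, DESeq2 adjusted p = 3.47e-07). *FUL* and *PI* in IM had adjusted p-values (DESeq2) of 0.0370 and 0.0837 with changes of -0.27 and -0.20, short of the minimum fold change. Counts of *SPL15* are uncertain, since 100% of its sequence words also occur in AT3G57910 on the opposite strand, and so are those of *SPL5*, which shared 24.7%, and *MAF3*, which shared 8.2%.

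Whether the effect of genotype differed between the tissues was tested directly. Of 20348 genes, 72 had a genotype by tissue difference, positive (higher in IM than in SAM) for 22 and negative for 50, with a median size of 0.94 on the log2 scale. Unadjusted p-values were under 0.05 for 1688 genes. With edgeR 11 genes were called, and of 100 regroupings of the libraries 19 gave at least 72. The count was 39 without Col-0 SAM replicate 3, 240 without *plt3 plt7* SAM replicate 1 and 234 without Col-0 IM replicate 3. The smallest adjusted p-value was that of *FTM1* (AT1G43800, chromosome 1, 16577521 to 16579722), which rose in SAM from 41.1 ± 25.03 to 134 ± 49.7 normalised counts (1.65 ± 0.25, DESeq2 adjusted p = 1.00e-07) and fell in IM from 3795 ± 1177 to 1137 ± 354 (-1.78 ± 0.25, adjusted p = 2.10e-09). Its difference was -3.44 (DESeq2 adjusted p = 3.54e-16). AT4G19200 differed by -1.20, AT4G33560 by -2.43, *HXK3* (AT1G47840) by -1.55 and AT5G39890 by -1.49, each lower in the mutant in IM and not called in SAM. For *PLT3*, *NPY4* and *PUP18* the difference was not called (DESeq2 adjusted p = 0.833, 0.786 and 0.893). That of *AHP4* (1.25 ± 0.96, adjusted p = 0.760) cannot be judged, because the gene had at most 4 counts in any IM library.

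For scale, IM was compared with SAM within Col-0, where 11214 of 19627 genes (57.1%) were called, 5231 higher and 5983 lower in IM, and 5338 of them changed more than 2-fold. No alternative moved this count by more than 1.5 times, the largest value being 12395 without a filter on low counts, and 1 of 100 splits, the real one, gave as many. In the *plt3 plt7* libraries 11373 genes were called, of which 9870 were also called in Col-0. *PLT3* was higher in IM by 1.19, *PLT7* by 1.20, *STM* by 1.66 and *AHP6* by 1.92 on the log2 scale, while *PUP18* changed by -3.28 and *FLC* by -3.59. Any of these differences can come from tissue, age, substrate, light or harvest, which the design does not separate.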

Values the study reported

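The study reported 51 differentially expressed genes between *plt3 plt7* and Col-0 in the SAM and 298 in the IM. Among these, 8 genes with lower expression in the mutant were shared by both tissues.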

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

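The removal of a trend with transcript length or with GC content, and the share of calls among the shortest genes, were tests chosen only after the result was seen. The others in this part were set earlier. Libraries far from the other 4 of their group were sought in 150 groups of 5 values, and 12 groups (8.0%) held one, where about 1 in 20 is given by chance. Of the 12, 4 fell on Col-0 IM replicate 4.

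Fragment length stood out in 2 libraries. It was 433.3 nt in Col-0 SAM replicate 4, where the other libraries of the group lay between 413.7 and 414.8 nt, and 431.0 nt in Col-0 IM replicate 4, against 351.8 to 369.9 nt. In the SAM this library widened a difference between genotypes that was present in each harvest group. Higher calls in SAM were in excess among short genes. Before correction 0.834% of the 20% of genes with the shortest transcripts and 0.156% of the rest were called higher (two-sided Fisher's exact test, p = 9.98e-10). With the offset, which uses the effective lengths in each library, these shares were 0.261% and 0.117% (Fisher's exact test, p = 0.0543). Once the length trend was removed they were 0.156% and 0.137% (Fisher's exact test, p = 0.809), but that removal lowers such an excess whatever its cause. The difference in fragment length could thus account for part of the excess, and what underlies the rest stays open. The count of SAM calls fell to 52 with the trend removed, and 30 of the 56 higher and 7 of the 31 lower calls were lost. Removal of a trend with GC content left 84 calls in SAM and 292 in IM, and removal of the length trend left 304 in IM, so that neither trend accounts for the IM count. A change of RNA integrity with genotype at 7 dpg was not tested and stays open beside a difference in preparation.

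Sequencing depth stood out in *plt3 plt7* IM replicate 3, with 114.9 M counts where the other 4 libraries had 24.8 to 36.9 M. With every library thinned to the total of the shallowest of its tissue, 246 genes were called in IM (76 higher, 170 lower), 233 of them among the 297, and 71 in SAM (48 higher, 23 lower), 69 of them among the 87. Unequal depth thus does not account for the larger part of either count.

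Single libraries also stood out for 8 named genes. AT2G43590 had 2312 normalised counts in Col-0 IM replicate 4 against 36.1 to 257 in the rest of its group, and 1238 in *plt3 plt7* IM replicate 3 against 32.0 to 203. Both libraries belong to IM harvest group 2, and the gene was not called in IM. AT2G24600 had 480 in Col-0 IM replicate 4 (others 195 to 265), and AT1G49475 had 261 there (others 309 to 315), still above all *plt3 plt7* IM libraries. AT2G30670 had 130.3 in Col-0 SAM replicate 2 (others 67.0 to 78.9), below all *plt3 plt7* SAM libraries, and AT5G24240 had 9.84 in *plt3 plt7* SAM replicate 3 (others 0.961 to 3.40). *BCA3* had 110.0 in *plt3 plt7* IM replicate 1 (others 64.7 to 73.0), and its IM call was lost without that library, without Col-0 IM replicate 1, 2, 3 or 5 or *plt3 plt7* IM replicate 5 (DESeq2 adjusted p up to 0.239), and with edgeR (adjusted p = 0.204). *RPL3B* had 2352 in Col-0 IM replicate 1 (others 1750 to 1911), and *HXK3* had 72.9 in Col-0 IM replicate 5 (others 103 to 114). A swap of labels between genotypes is argued against for these libraries by *PLT3*, whose groups did not overlap in either tissue. Differences between the dissected pools of meristems within a harvest were not tested, and no biological explanation was tested, because the design gives no group that separates single libraries.

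The genotype effect differed between the tissues for 9 named genes by the interaction test. The log2 differences, IM minus SAM, were -3.44 for *FTM1*, -1.20 for AT4G19200, -2.43 for AT4G33560, -1.55 for *HXK3*, -1.49 for AT5G39890, 1.30 for *FLC*, 0.98 for *KAT2*, 1.24 for *UFO* and 0.97 for *AGO5*. Adjusted p-values (DESeq2) ran from 3.54e-16 for *FTM1* to 0.0152 for *AGO5*. With edgeR the differences of *UFO*, *KAT2* and *AGO5* were no longer called (adjusted p = 0.191, 0.107 and 0.324), and without the harvest group that of *AGO5* was lost (DESeq2 adjusted p = 0.115). *UFO* and *AGO5* were also lost without Col-0 SAM replicate 4 or *plt3 plt7* SAM replicate 4, with adjusted p-values of up to 0.170 and 0.295. The remaining 6 were called in all 5 alternatives and in all 20 fits that each left out 1 library. The number of such genes as a whole is less certain, since 19 of 100 splits of the libraries gave at least the 72 genes found. SAM and IM also differ in age, substrate, light and harvest, so a difference between tissues cannot be told from a difference between growth conditions for these genes.

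*FLC* lies 136 kb from *PLT3*, so a linked chromosome segment that differs from Col-0 was weighed for its higher counts in the mutant. The study describes its *plt* lines as edited by CRISPR within Col-0, where no such segment is expected. Calls were not concentrated there. Within 1 Mb of *PLT3* or *PLT7*, 12 of 905 tested genes (1.33%) were called in IM against 1.53% elsewhere (two-sided Fisher's exact test, p = 0.780), and 3 of 878 (0.342%) in SAM against 0.453% (p = 1). A linked segment thus does not account for the calls as a set. For *FLC* alone no test separates a variant near *PLT3* from an effect of the *PLT* genes in the IM. *FLC* counts in SAM were alike in both genotypes, which leaves room only for a variant whose effect shows in the IM.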

How the results depend on the processing

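Tests chosen only after the result was seen were the removal of the trend with transcript length, the removal of the trend with GC content, the replicate block combined with the length correction, and the stricter limit for lower genes. All other alternatives were listed beforehand.

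The edgeR quasi-likelihood test gave fewer calls for 4 of the 5 counts, with 5 genes in SAM, 146 in IM, 4 shared genes and 11 genes for the interaction, against 87, 297, 13 and 72 with DESeq2. All 5, 4 and 11 and 145 of the 146 were among the DESeq2 calls, so edgeR narrowed the lists. The cause was not tested. In simulated SAM libraries DESeq2 recovered 93.9% and edgeR 92.4% of the genes changed 2-fold, so no such gap arose for changes of that size. Smaller changes were not simulated, and the median log2 size among the SAM calls was 0.60, so the simulation does not cover most of them.

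The SAM count of 87 also changed without the harvest group, to 134 (72 shared with the 87), with the transcript length offset, to 51, with an adjusted p-value under 0.05, to 50, which follows from the stricter limit, and with the length trend removed, to 52. The IM count of 297 was 499 without a minimum fold change, which follows from the wider limit. With lower genes reduced by over 25%, 82 genes were called in SAM and 246 in IM, and 12 were shared. With the remaining alternatives, apart from the replicate block given below, SAM counts lay between 74 and 97 and IM counts between 232 and 304, and shared counts other than edgeR's between 11 and 17. The split of SAM calls into higher and lower was 56 and 31, and 28 and 23 with the length offset, 27 and 25 with the trend removed, while TMM factors left it at 56 and 31. Interaction counts other than those already given and those of the block lay between 55 and 72, and tissue counts between 11012 and 12395.

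Leaving out each library in turn gave 15 to 172 genes across 10 fits in SAM, 190 to 479 across 10 fits in IM, 5 to 14 shared genes and 39 to 240 interaction genes across 20 fits each, and 10553 to 10963 for tissue in Col-0. The lowest SAM and shared counts came without *plt3 plt7* SAM replicate 4. The SAM counts without Col-0 SAM replicate 4, Col-0 SAM replicate 5 and *plt3 plt7* SAM replicate 5 were 17, 28 and 25. SAM harvest groups 3 and 4 hold 1 library per genotype, so leaving out 1 of these removes its partner from the comparison as well. Leaving out *plt3 plt7* SAM replicate 1 or Col-0 SAM replicate 3 also takes a whole harvest group out of the comparison. The first gave 172 (153 higher, 19 lower), so that fewer samples need not lower the count, and the second gave 77 (22 higher, 55 lower), of which 32 were among the 87. Harvest groups 3 and 4 also had the larger differences in fragment length, 80.3 and 66.4 nt, and which of these lowers the count was not separated. The cause of the 172 was not tested.

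Replicate numbers were checked for pairing. The correlations of deviations from the group means were 0.30, -0.08, -0.14, 0.14 and 0.19 for the SAM replicates 1 to 5 and 0.29, 0.17, -0.02, 0.64 and 0.26 for the IM replicates, against means of -0.02 and -0.07 for other pairs in SAM and IM. Not every pair was positively correlated, and replicate 2 of the genotypes in SAM came from different harvest groups, so the numbers were not taken to pair the samples, although some pairs varied together. The study describes harvests on separate days, which may tie a number to a day, but the labels do not say so. With the replicate block in place of the harvest group, 149 genes were called in SAM (76 higher, 73 lower) and 328 in IM, and 143 for the interaction with the block nested in tissue. With the block and the length trend removed together, 100 were called in SAM (32 higher, 68 lower) and 334 in IM.

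For named genes, 717 values under the alternatives other than leaving out a library kept their direction where called and their side of the threshold, 35 were no longer past it and 1 newly was, AT4G33560 in SAM in the joint fit of all libraries (0.95, DESeq2 adjusted p = 0.0947). Leaving out a library, 696 stayed and 64 were no longer past the threshold. No called gene changed sign. AT5G34830 could be tested in only 5 of the 10 such fits in each tissue because its low counts in Col-0 then failed the filter.

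Depth limits the genes with few counts. *AHP4* in IM, *WUS* in SAM and *CLV3* in IM were below the filter and were not tested.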

Other observations

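The removal of the length trend and the low-oxygen gene list were chosen only after the result that prompted them was seen. The splits of the libraries and the test along the SAM to IM difference were chosen earlier.

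The SAM count here was 87. That is higher than the value quoted from the study above. With the transcript length offset the counts here were 51 in SAM and 298 in IM, with 8 lower genes in common. These equal the quoted values, and whether such an offset was used there is not stated.

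Other splits of the same libraries into groups of 5 were refitted to see how many calls arise when each side mixes the real groups. Those of the SAM and IM libraries exchanged only 1 or 2 libraries between the genotypes, so each keeps part of the genotype contrast. The SAM splits with 94, 173, 282, 172 and 175 calls exchanged 1 library, and the others with at least 87 calls exchanged 2. In SAM, 16 of 100 splits gave at least 87 calls, the real one included, with a median of 5 and a maximum of 1276 among the others. In IM, 5 of 100 splits gave at least 297, with a median of 4 and a maximum of 500. For the interaction the number was 19 of 100, with a median of 6 and a maximum of 693. For tissue within Col-0 it was 1 of 100, and for genes called in the same direction in both tissues 2 of 100, with a maximum of 21. The SAM splits with 1276, 792 and 435 calls put all of harvest group 1 on one side, and the other splits with at least 87 did not. Of those others, only the splits with 173, 282 and 175 calls divided every harvest group between the sides, as the real split does. The rest put at least 1 whole harvest group on one side, as did splits with few or no calls. With 1276 calls the contrast rested on harvest group 2 alone, where *plt3 plt7* SAM replicate 3 stood against the other 2 libraries. In IM, the splits with 463 and 367 calls put all of harvest group 1 on one side, and those with 500 and 331 did not. Each of these put all of harvest group 3 on one side, unlike the real split. So did splits with few or no calls. The harvest group was a covariate in each of these fits. The tissue contrast therefore stands apart from other splits. For the overlap of the tissues the splits decide little, because most pairs had too few calls to reach 13 shared genes. The SAM and interaction counts may owe much to differences between single libraries, and the IM count of 297 lies at the limit of 5% set for this test.

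A mutant sample dissected at a slightly different stage could shift along the difference between SAM and IM. The genotype effect in IM was nearly unrelated to the IM minus SAM difference across genes (Pearson's r = 0.02 over 17109 genes, which are not independent replicates), and 110 of 126 splits gave a correlation as far from 0. In SAM the correlation was -0.12 over 17426 genes, as far from 0 in 32 of 124 splits. Neither value departs from what other splits give, so there is no evidence of such a shift across genes. It is not excluded either, since libraries that differ in stage would shift other splits too, and genes called in SAM went both ways along the difference between IM and SAM in Col-0. *UFO* (-1.36) and *AGO5* (-1.45) moved away from the IM level, being higher in IM by 2.17 and 4.76, whereas *FTM1* (1.65) and *PUP18* (-0.62) moved toward it, changing by 5.90 and -3.28 in IM.

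Genes that respond to low oxygen were noticed among the lower calls in IM, *FTM1*, AT4G33560 and AT5G39890 among them. Of 41 listed genes, 38 were tested in IM and 20 of these were called lower. Over the 27 tested genes that had not been looked at when the list was written, the median log2 effect was -0.38 in IM, with 24 of 27 negative, 10 called lower and 0 called higher, and 0% of 10000 random lists matched on mean expression had a median as low. In SAM the median was 0.07 over 24 genes. Of 126 splits of the IM libraries, 7 gave a median as far from 0, the real one included. A chance difference between libraries is thus not excluded at 5%. The medians within IM harvest groups 1, 2 and 3 were -0.55, -0.29 and -0.16, the last from 1 library per genotype. They share a sign, but 3 medians are too few to exclude handling that varied from harvest to harvest. Handling that differed between the genotypes at every harvest, such as the time from dissection to fixation, cannot be told apart from an effect of genotype, since nothing in these libraries separates them. A lower low-oxygen response in *plt3 plt7* IMs is thus a hypothesis that these data are consistent with and do not establish.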
